A study of Schizosaccharomyces pombe with 8 samples. Its data were reported in "Native elongating transcript sequencing reveals global anti-correlation between sense and antisense nascent transcription in fission yeast" (2018).

How the data were processed

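Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed in wild-type fission yeast (Schizosaccharomyces pombe) with antibodies against histone H3, against H3 acetylated on lysine 14 (H3K14ac) and against acetylated histone H4 (H4ac). In this assay, chromatin is cross-linked and fragmented, the fragments bound by an antibody are recovered and their DNA is sequenced, so that the number of tags over a feature follows the amount of the histone or modification on it. The labels list 8 libraries, 2 each for H3, H3K14ac, H4ac and Input (chromatin before precipitation). The table used here has columns for 6 of them, and the 2 Input libraries were not analysed here. The comparisons planned against Input, and the fits planned on all 8 libraries, were therefore replaced by comparisons among the 6 libraries of H3, H3K14ac and H4ac.

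The authors describe unique mapping of the reads to the S. pombe genome and deposited a signal value, the tag density in tags per nt, for each of 19343 annotated rows. These rows comprise 5129 protein-coding genes, 10204 coding exons, 1638 Xrn1-sensitive unstable transcripts (XUTs, noncoding RNAs degraded by the cytoplasmic exonuclease Exo2), 1522 other noncoding RNA genes, 487 further noncoding transcription units (nc-TUs), 196 tRNA genes, 57 snoRNA genes, 56 pseudogenes, 49 rRNA genes and 5 snRNA genes. The deposited signal was not divided by Input or by H3. In each of the 6 libraries, 100% of the values multiplied by the feature length were whole multiples of 1 step, which was 1 for H3 replicate 2 and 0.905 to 0.942 for the other 5 libraries, so the authors had scaled each library by 1 factor. Such a scaling fixes the overall level of each library. A log2 ratio of 0 therefore marks a feature whose share of tags was equal in both libraries, and says nothing about the absolute amount of a modification. The 3 pooled columns equal the sum of the replicate densities in each of the 19343 rows and were not used further. How a tag was assigned to a feature is not stated. Very short rows had higher densities (median H3 density of 7.28 tags per nt for coding exons of 1 to 10 nt against 1.40 for exons of intermediate length), as counting by overlap gives. A ratio of densities over a short feature can therefore include tags of its flanks.

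Coordinates are those of the table, which uses the chromosome names of assembly ASM294v2. The reference at hand was ASM294v3. Both the end of chromosome I at 5579133 and that of chromosome III at 2452883 coincide with the last features of the table, and 99.9% of 5119 transcripts on chromosomes I, II and III begin with ATG at the table's position in the reference. The sequence of these chromosomes was used for GC content and for the uniqueness of 50-mers. Gene symbols came from the RefSeq annotation of that reference, in which 5111 of 5129 gene identifiers were found.

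Tags recovered from density, length and step summed over protein-coding gene rows to 15214393 and 14014219 (H3 replicates 1 and 2), 14145099 and 14154086 (H3K14ac) and 14808297 and 14240488 (H4ac). Tags in overlapping genes enter such a sum more than once, and tags outside genes do not enter it, so these sums are not library totals. The median gene held 2325 to 2608 tags per library. Counting error alone gives a log2 difference between replicates with an SD of 0.041, 0.041 and 0.040 for the median gene in H3, H3K14ac and H4ac. A floor of 3 tags corresponds to 0.00144 to 0.00159 tags per nt in a gene of median length. Such limits cover counting error only.

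Log2 densities were computed with a pseudocount of 0.01 tags per nt, so fold changes are on the log2(density + 0.01) scale, which understates the change of features with low density. Protein-coding genes with at least 0.05 tags per nt in at least 2 libraries were tested, which left 5128 of 5129 genes. Each gene was fitted with limma 3.58.1 (R 4.3.3; lmFit and eBayes with an intensity trend) with 1 mean per group and a spread shared by the 3 groups, and p-values were adjusted by the Benjamini-Hochberg method over the 5128 genes. As the unit is a density, this replaced the count model that had been planned in case the table held counts. A gene was called at an adjusted p under 0.05. On simulated data with 200 of 5128 genes changed, 99% of the changed genes and 0.203% of the unchanged genes were called.

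An antisense XUT (asXUT) was assigned to a gene when a XUT on the opposite strand overlapped it by at least 50 nt, the definition of the study. Genes with and without asXUT were compared by a two-sided Wilcoxon rank-sum test on the log2 ratio of group means of log2 density, with the difference of medians and its permutation p from 100000 resamples, of which the smallest attainable value is 1e-05. The gene set was also tested with camera (preset correlation 0.01) and fry in limma, in which the variation between libraries enters. For fry, each library was first centred on the median log2 density of the genes without asXUT. On simulated data from 5128 genes, a shift of 0.1 on the log2 scale was recovered as 0.10. The 8 other feature classes were compared with protein-coding genes for both ratios by rank-sum test (exact for the 5 snRNA genes), with Benjamini-Hochberg adjustment over the 16 tests. Rank statistics were computed with SciPy 1.17.1 in Python 3.11.15 (NumPy 2.4.6, pandas 2.3.3, matplotlib 3.10.9). Genes are not independent replicates, and a rank-sum p across genes describes these libraries.

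The genes given by name are those that the study singles out, and for H3K14ac/H3 and for H4ac/H3 the 3 genes with the highest and the 3 with the lowest log2 fold change among genes with an adjusted p under 0.05 and no overlap between the libraries of the groups compared. This rule, the tests and most alternatives were fixed before the data were examined. The alternatives were median centring, no intensity trend, no low-value filter (features at 0 in all libraries still left out), pseudocounts of 0.001 and 0.1, the replicate number as a block, fits of the 4 libraries compared or of all features, a 1.5-fold threshold, each library or replicate number left out, other definitions of asXUT, reference genes matched on length or H3 level or without any antisense feature, and features that overlap no gene. Chosen after seeing the data were voom weights on the recovered tags, reference genes matched on GC content or on length and H3 level together, coding sequence only, nuclear chromosomes only, and the comparison of H3 density between gene groups in place of H3 over Input.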

Results

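ChIP-seq signal for histone H3, H3K14ac and H4ac was examined in wild-type fission yeast, with 2 replicates per antibody. The signal is a tag density in tags per nt, scaled between libraries by the authors. Median densities of protein-coding genes lay between 1.23 and 1.24 tags per nt in the 6 libraries. Across 5128 genes, the 2 replicates gave Pearson's r of 0.992 for H3, 0.996 for H3K14ac and 0.995 for H4ac on the log2 scale. The SD of the log2 difference between replicates was 0.06, 0.05 and 0.05, respectively. The alternative that moved this spread most was a pseudocount of 0.001, under which the SD for H3 was 0.07. Replicates, which the study describes as biological, differed by slightly more than counting error. The chi-square statistic per gene was 1.20 for H3 (p = 5.32e-22), 1.26 for H3K14ac (p = 5.67e-35) and 1.36 for H4ac (p = 4.00e-61).

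To ask how acetylation relative to nucleosome occupancy varies between genes, H3K14ac and H4ac were each compared with H3. By limma with Benjamini-Hochberg adjustment, H3K14ac exceeded H3 in 2430 of 5128 genes and was below it in 2355 (adjusted p under 0.05). At least 1.5-fold differences were found in 1274 and 1046 of these genes. For H4ac, 2415 genes were higher than H3 and 2334 were lower, with 1174 and 955 of them at least 1.5-fold apart. The threshold of 1.5-fold was the alternative that moved these counts most. The median SE of a log2 ratio was 0.03, while the SD of the ratio across genes was 0.82 for H3K14ac/H3 and 0.80 for H4ac/H3. In simulated libraries with unchanged marks, these SDs were 0.04 and 0.04. The variation between genes thus exceeded the variation between replicates for most genes. Because each library is scaled by 1 factor, the scaling sets where a log2 ratio of 0 lies. The nearly equal numbers of higher and lower genes therefore say nothing about absolute amounts.

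The marks were then compared with each other. H3K14ac exceeded H4ac in 1686 genes and was lower in 1877 (limma, adjusted p under 0.05), yet only 88 and 38 of them differed by at least 1.5-fold. Across genes, H3K14ac/H3 and H4ac/H3 gave Pearson's r of 0.961 and Spearman's rho of 0.961. Both ratios share the H3 libraries as denominator. Unchanged marks simulated over shared H3 libraries gave a mean r of 0.480 and a mean rho of 0.456 in 100 draws, and the highest r was 0.568. The simulated ratios vary by noise alone. They show what shared noise in H3 gives, and not what differences in H3 between genes give. With H3 replicate 1 under H3K14ac and H3 replicate 2 under H4ac, r was 0.959. The lowest r among the alternatives was 0.957, with nuclear chromosomes only. Splitting the H3 replicates removes their shared noise, but not the H3 level that both replicates measure. H3K14ac/H3 and H4ac/H3 both fell with H3 density (r of -0.696 and -0.724), so differences in H3 between genes can contribute to their correlation. The densities of the marks without H3 gave r of 0.926. These correlations are across genes, which are not independent replicates.

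**Figure D1:**
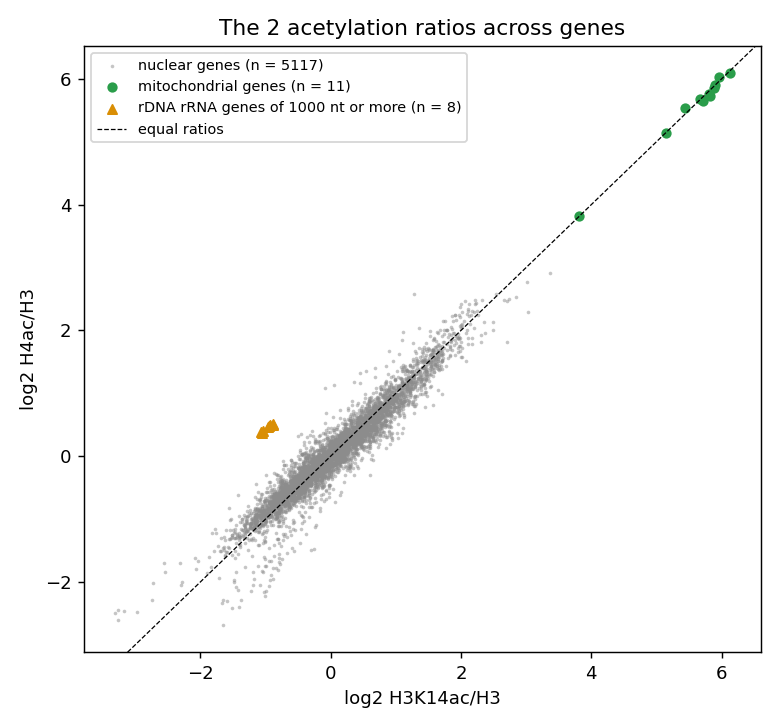
Log2 H4ac/H3 (y axis) against log2 H3K14ac/H3 (x axis), with 1 point per feature and a dashed line at equal ratios. The 5117 nuclear genes follow the line, the 11 mitochondrial genes lie at its upper end, and the 8 large rRNA genes of the rDNA lie above it.

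Next, genes with an asXUT were compared with other genes over the whole gene row. The study measured these marks to ask whether acetylation is defective at promoters of asXUT genes. It reported both marks, relative to H3, as lower upstream of these promoters and as significantly higher over gene bodies. Regions upstream of genes were not analysed here. By the overlap of at least 50 nt, 1086 genes (21.2%) had an asXUT and 1205 of 1638 XUTs (73.6%) were antisense to a gene. The median log2 H3K14ac/H3 was 0.20 in the 1086 asXUT genes and -0.04 in the 4042 other genes. The difference of 0.25 had a permutation p of 1e-05, the smallest that the resamples can give (two-sided Wilcoxon rank-sum test, p = 5.10e-19). For H4ac/H3, the medians were 0.21 and -0.04. Their difference was 0.25 as well (permutation p = 1e-05, rank-sum p = 1.69e-18). Replicate 1 alone gave differences of 0.25 for H3K14ac/H3 and 0.25 for H4ac/H3, and replicate 2 alone gave 0.25 and 0.26. The distributions overlapped widely. An asXUT gene had the higher H3K14ac/H3 in 58.8% of all pairs of an asXUT gene with another gene, and the higher H4ac/H3 in 58.7%. The set of 1086 asXUT genes was also tested in the limma model fitted across all genes, in which the variation between libraries enters. The test camera compares moderated statistics of genes in the set with those of other genes (n = 1086 and 4042 genes) and gave p = 0.00391 for H3K14ac/H3 and p = 0.00405 for H4ac/H3. Both calls held with an estimated correlation (p = 0.0107 and 0.0108) and with fry (p = 6.30e-08 and 6.35e-08). The alternative that moved the differences most was the restriction to the 331 genes of which at least 50% is covered by XUTs, with 0.47 for H3K14ac/H3 and 0.43 for H4ac/H3. These were set against all 4797 genes with less cover, asXUT genes among them. Within asXUT genes, the percent covered was higher in shorter genes (Spearman's rho of -0.451 with length). Shorter genes had higher ratios in general, so length may contribute to this rise. H3 density itself was not detectably different. Its median log2 value was 0.33 in asXUT genes and 0.32 in other genes (permutation p = 0.261, rank-sum p = 0.0870).

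**Figure D2:**
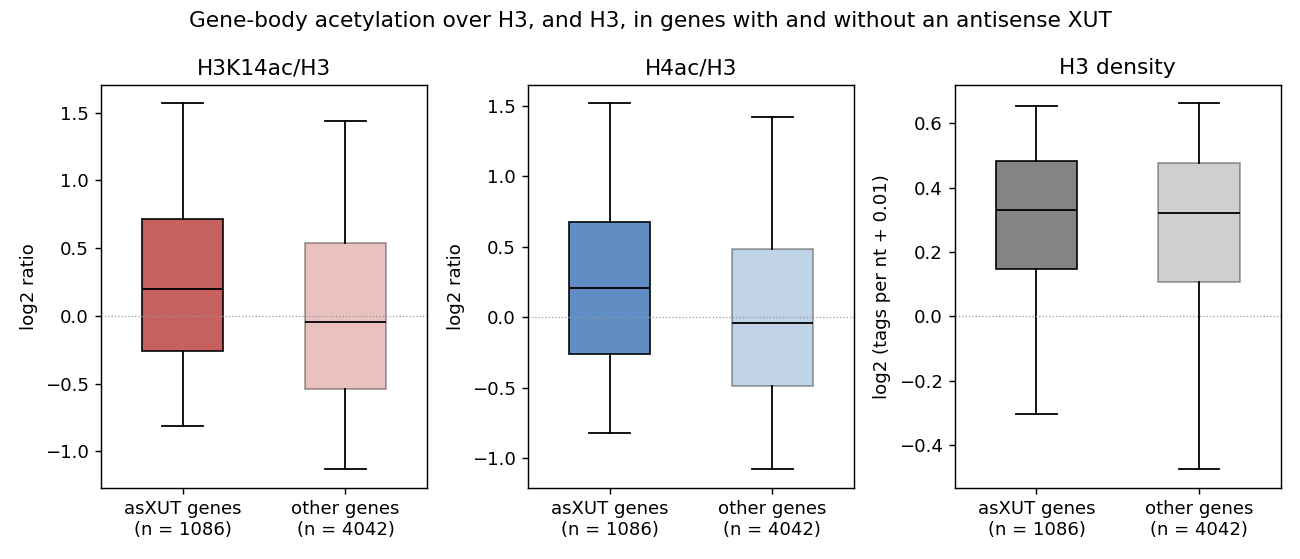
Box plots of log2 H3K14ac/H3, log2 H4ac/H3 and log2 H3 density (y axes) for the 1086 asXUT genes and the 4042 other genes, with lines at the median, boxes to the quartiles and whiskers from the 5th to the 95th percentile. Both ratios have a median higher by 0.25 in asXUT genes, and the boxes of the groups overlap.

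Acetylation was also compared between classes of features. ChIP-seq does not tell strands apart, so a noncoding feature that overlaps a gene shares its tags. The 1638 XUTs had a median log2 H3K14ac/H3 of 0.74 and H4ac/H3 of 0.57, against 0.01 and 0.0075 for genes (permutation p = 1e-05 for both, adjusted rank-sum p = 7.84e-82 and 2.42e-57). Other noncoding RNA genes reached 0.96 and 0.84 (n = 1521). The 196 tRNA genes had ratios of 1.05 for H3K14ac and 1.58 for H4ac, at a median H3 density of 0.171 tags per nt. Some of them are mitochondrial, and the 171 on nuclear chromosomes had 0.92 and 1.501. The 57 snoRNA genes (1.01 and 1.25), the 49 rRNA genes (1.12 and 1.44) and the 5 snRNA genes (2.01 and 2.41; exact rank-sum test) also lay above genes. Pseudogenes were below genes, with -0.51 and -0.85 (n = 56). All of these differences had adjusted p under 0.05 over the 16 tests. The classes were not matched with genes on length or H3 level, and both ratios fell with H3 density across genes. Median H3 density was 1.20 tags per nt for XUTs, 0.914 for other noncoding RNA genes and 0.757 for snoRNA genes. It was 1.24 for nuclear protein-coding genes and 1.62 for pseudogenes. Differences in H3 or length can therefore contribute to the differences between classes. For the 487 further nc-TUs, the rank-sum test found no shift from genes (adjusted p = 0.741 and 0.375). Their ratios were spread more widely, with quartiles of -1.11 and 1.31 for H3K14ac/H3 and -0.89 and 1.31 for H4ac/H3. In the 4042 genes without asXUT, the quartiles were -0.54 and 0.54, and -0.49 and 0.48. The 53 further nc-TUs that overlap no gene were above genes, by 1.35 for H3K14ac/H3 and 1.16 for H4ac/H3.

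**Figure D3:**
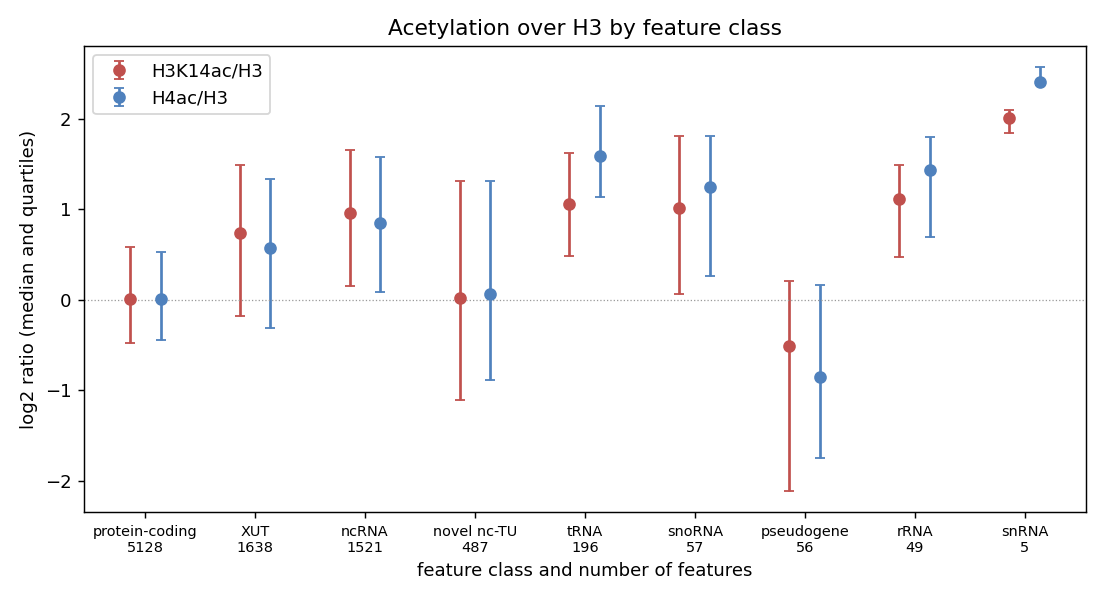
Median log2 ratio to H3 (points, y axis) with quartiles (bars) for H3K14ac and H4ac in protein-coding genes and 8 other feature classes (x axis, with the number of features). Of these classes, pseudogenes alone have medians below 0.

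Among the genes that the study names, 6 are paired with an asXUT in the table. The gal1 gene (SPBPB2B2.13, chromosome II, 4488322 to 4490271, plus strand) is covered by XUT0444 over 1494 nt. Its H3 density was 1.37 ± 0.045 tags per nt (SD, n = 2), against 0.612 ± 0.027 for H3K14ac and 0.543 ± 0.015 for H4ac. This gave log2 ratios of -1.15 (SE 0.04, limma adjusted p = 7.31e-10) and -1.33 (SE 0.04, adjusted p = 3.13e-10). In contrast, SPBC8E4.05c (chromosome II, 4430181 to 4431679, plus strand), covered by XUT0433 over 1379 nt, had ratios of 0.81 for H3K14ac/H3 and 0.39 for H4ac/H3 (adjusted p = 1.61e-09 and 7.45e-07). The cdt1 gene (SPBC428.18, chromosome II, 477189 to 478738), covered by XUT0194 over 1549 nt, was higher than H3 for H3K14ac (0.09, adjusted p = 0.0146) and lower for H4ac (-0.26, adjusted p = 1.58e-05). The rev3 gene (SPAC688.10, chromosome I, 3129707 to 3134492), covered by XUT0647 over 4758 nt, was at -0.19 for H3K14ac/H3 (adjusted p = 3.46e-05). Its H4ac/H3 of -0.0050 could not be told from 0 (adjusted p = 0.855). Both ratios were below 0 for puf5 (SPAC4G8.03c, chromosome I, 757915 to 762714; -0.27 and -0.28) and slu7 (SPBC365.05c, chromosome II, 2505270 to 2506691; -0.28 and -0.21). For puf5, H4ac/H3 lay between -0.34 and -0.21 when 1 H4ac library was left out. Of the genes without asXUT, act1 (SPBC32H8.12c, chromosome II, 1475485 to 1477317) had -0.27 and -0.11, and dfr1 (SPCC1223.08c, chromosome III, 1855307 to 1857115) had -0.77 and -0.76. The gnd1 gene (SPBC660.16, chromosome II, 230269 to 233218) moved in opposite directions, with -0.37 for H3K14ac/H3 and 0.31 for H4ac/H3 (adjusted p = 5.21e-07 and 2.39e-06).

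**Figure D4:**
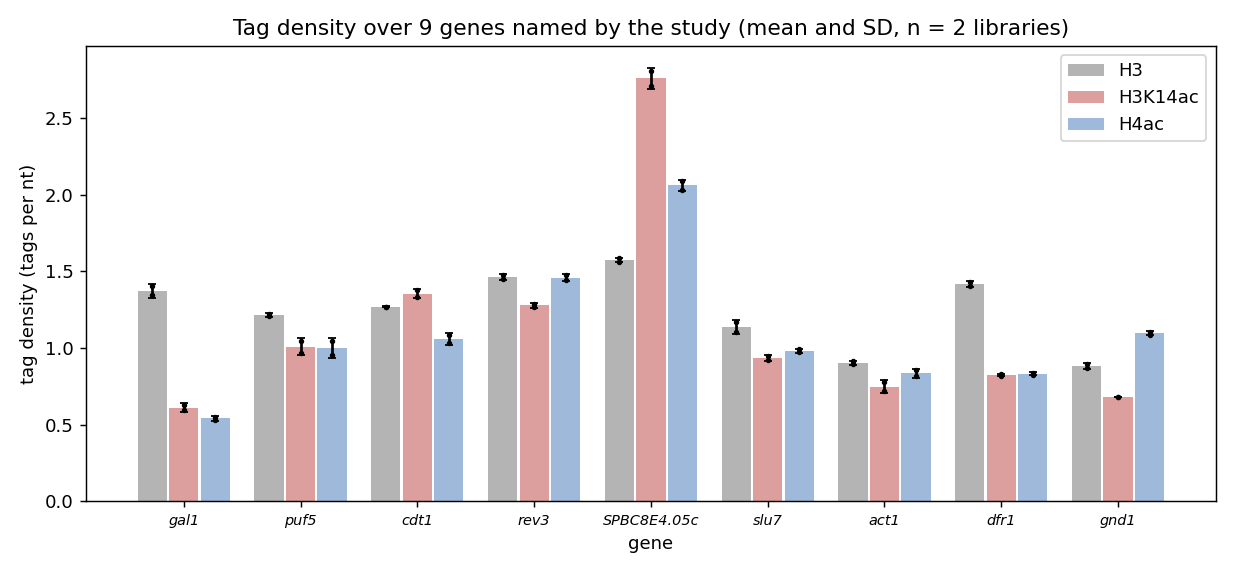
Tag density in tags per nt (y axis) of H3, H3K14ac and H4ac over 9 genes (x axis), with bars at the mean of 2 libraries, error bars of 1 SD and dots for single libraries. Both marks lie below H3 at gal1 and dfr1 and above it at SPBC8E4.05c.

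By the rule fixed beforehand, the genes with the highest ratios were mitochondrial. SPMIT.07, SPMIT.10 and SPMIT.06 had log2 H3K14ac/H3 of 6.13, 5.96 and 5.91 and H4ac/H3 of 6.09, 6.03 and 5.91. Their H3 densities rest on 5 and 5, 2 and 4, and 18 and 26 tags in the 2 libraries, so that these values depend on the pseudocount. Without H3 replicate 1, H3K14ac/H3 of SPMIT.10 was 5.66, and without H3 replicate 2 it was 6.27. The highest nuclear genes were picked after the values were seen. SPAPB15E9.02c (chromosome I, 3991830 to 3994099) had 3.37 for H3K14ac/H3 and 2.92 for H4ac/H3 at an H3 density of 0.115 ± 0.012 tags per nt (SD, n = 2), and SPAC56F8.13 (chromosome I, 1149078 to 1150659) had 3.02 and 2.77. SPBC32H8.15 (chromosome II, 1455028 to 1455333) had an H3K14ac/H3 of 3.03, which rests on 24 and 13 H3 tags. With 2.59, SPAC7D4.08 (chromosome I, 2624051 to 2625332) was the third nuclear gene for H4ac/H3.

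The lowest H3K14ac/H3 ratios were found next to chromosome ends. The tlh1 gene (SPAC212.11, chromosome I, 1 to 5662) had a log2 ratio of -3.31 (SE 0.02, limma adjusted p = 2.45e-13), tlh2 (SPBCPT2R1.08c, chromosome II, 4526885 to 4532899) had -3.27, and SPAC750.08c (chromosome I, 5578447 to 5579133) had -3.27. For H4ac/H3, hry1 (SPAC869.06c, chromosome I, 5502560 to 5503291) was lowest with -2.68, followed by SPAC750.08c with -2.61 and tlh1 with -2.50. Less than 10% of the 50-mers of tlh1, tlh2 and SPAC750.08c occur once in the genome, so their tags can stem from copies, whereas 100% of those of hry1 are unique.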

Values the study reported

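The study reported 1638 XUTs, of which 1205 (73.6%) were antisense to protein-coding genes. It counted 1086 protein-coding genes with an asXUT, or 21.2% of such genes.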

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

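The tests of this part were chosen after the mitochondrial signal was seen, except the search for nuclear copies. Mitochondrial DNA carries no histones, yet both marks had signal on mitochondrial features. These features are part of the gene and class comparisons, 11 of the 5128 genes among them, and the alternative on nuclear chromosomes only leaves them out. The median density of the 39 mitochondrial features was 1.46 tags per nt for H3K14ac and 1.45 for H4ac, against 0.0079 for H3. In tags, the features held 26015 and 28703 in the H3K14ac libraries, 26628 and 29020 in the H4ac libraries, and 255 and 299 in the H3 libraries. Tags from mitochondrial sequence inserted in nuclear chromosomes do not account for this, since 0.573% of mitochondrial 50-mers occur on chromosomes I, II or III. Nonspecific precipitation of mitochondrial DNA stays open. It may differ between antibodies, but no Input density was used here that the median H3 density of 0.0079 could be set against. Binding of either acetylation antibody to a mitochondrial protein was not tested, and the design offers no biological contrast.

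If such background lay at 1 uniform level over all DNA, it could also raise the ratios of features with little H3. The lowest H3K14ac density of a nuclear gene with at least 90% unique 50-mers, SPBC3E7.17 at 0.197 tags per nt, puts a ceiling on that level. The 171 nuclear tRNA genes had a median H3K14ac density of 0.343 after correction for the excess of short features, estimated from 950 short coding exons. With the longest correction that 50 nt reads allow, the median was 0.229 (95% bootstrap interval from 0.196 to 0.246), and the interval then includes the ceiling. For H4ac, the median under that correction was 0.328 (interval from 0.304 to 0.357), above the ceiling of 0.194. Under the first correction, uniform background up to the ceiling would make up 57.5% of the tRNA median for H3K14ac and 38.2% for H4ac. Whether background sets the H3K14ac signal of tRNA genes cannot be told apart from acetylation of the little H3 there, because the outcome turns on how tags were assigned to short features. The ratios of tRNA, rRNA and snRNA genes are read with this limit.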

How the results depend on the processing

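Of 83 results, 57 kept their direction and their side of the threshold, or stayed within the spread used for values without a test, under every alternative that was run. The higher H3K14ac/H3 and H4ac/H3 of asXUT genes kept direction and significance under the 14 alternatives run for each ratio (1 of which, no filter, left the genes as they were), with differences from 0.20 to 0.47 and from 0.22 to 0.43.

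H3 density in asXUT genes against other genes had no direction that held. Its difference of medians, 0.01, became -0.047 for genes covered to at least 50% and -0.0088 on coding sequence only, and it did not pass the threshold in either. Matching on length and H3 level together gave -0.0036, but matching on H3 sets this difference near 0 by design, so that value tests nothing for H3 density. The cause was not tested.

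Among feature classes, the further nc-TUs changed. Those that overlap no gene lay above genes by 1.35 for H3K14ac/H3 and 1.16 for H4ac/H3. This alternative leaves 53 of 487 features, those whose tags are not shared with a gene. Leaving out 1 replicate number moved their H3K14ac/H3 difference of 0.0061 to values from -0.015 to 0.0065.

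Counts of genes moved by over 1.5 times only when a 1.5-fold change was required in addition, which is a stricter threshold by construction. H3K14ac against H3 then gave 1274 higher and 1046 lower genes in place of 2430 and 2355, H4ac against H3 gave 1174 and 955 in place of 2415 and 2334, and H3K14ac against H4ac gave 88 and 38 in place of 1686 and 1877. Without a test, the 38 genes at least 1.5-fold lower in H3K14ac than in H4ac became 24 with a pseudocount of 0.1, which shrinks ratios of low values. Voom weights on the recovered tags, chosen after seeing the data, gave 2433 higher and 2362 lower genes for H3K14ac against H3.

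Replicate agreement depended on the pseudocount, which acts on features with few tags. With 0.001, r for H3 was 0.989 and its SD of log2 differences 0.0748; with 0.1, they were 0.991 and 0.0509. With 0.1, the SD was 0.0474 for H3K14ac and 0.0494 for H4ac. The correlation between the marks moved by more than the narrow spread between replicates. Pearson's r was 0.963 and 0.960 with pseudocounts of 0.001 and 0.1, 0.959 with H3 replicates split between the marks and 0.957 on nuclear chromosomes only, and it ranged from 0.961 to 0.961 across the fits that each left out 1 replicate number. Spearman's rho was 0.958 with split H3 replicates, and from 0.960 to 0.961 across those fits. All of these lie above the simulated means of 0.480 for r and 0.456 for rho. As the simulated ratios vary by noise alone, this does not test what differences in H3 between genes contribute.

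The labels number the biological replicates but do not say whether libraries with the same number came from 1 culture. Differences between replicates 1 and 2 correlated across genes with r of 0.015 between H3 and H3K14ac, -0.0089 between H3 and H4ac and 0.122 between H3K14ac and H4ac. The acetylation libraries thus deviated together weakly, and neither did so with H3. Most of each difference is counting error, which lowers such a correlation, so a shared culture of same-numbered libraries is not excluded. That the numbers were not treated as pairs was fixed beforehand, with the block as an alternative. With the replicate block, H3K14ac against H3 gave 2432 higher and 2352 lower genes, H4ac against H3 gave 2418 and 2336, and H3K14ac against H4ac gave 1697 and 1873. The camera p with replicate block was 0.00421 for H3K14ac/H3 and 0.00448 for H4ac/H3. With an estimated correlation and the block, it was 0.0492 and 0.0499, and with fry and the block 7.94e-06 and 8.30e-06.

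Among named genes, H4ac/H3 of rev3, -0.0050, became 0.0066 with median centring, 0.010 without H3 replicate 2 and 0.010 without H4ac replicate 1. Without H3 replicate 1 it was -0.020. Its adjusted p under median centring was 0.812, and no alternative made it significant. H4ac/H3 of act1, -0.11, did not pass the threshold in the fit of all features (limma adjusted p = 0.0698). Ratios of puf5, SPMIT.10, SPAPB15E9.02c, SPBC32H8.15 and SPAC7D4.08 moved when libraries were left out, without a change of direction.

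The alternative without the low-value filter still left out features at 0 in all libraries, as planned. The 1 gene that the filter removes, ura4, is listed at 0 in all 6 libraries, so the tested genes stayed the same and this alternative tests nothing here. Alternatives that need counts as deposited or the Input libraries were not run. These are the TMM and size-factor normalizations, library totals, the count-model tests, H3 against Input, and ratios to Input. Where leaving out a library left 1 in a group, values without a test were compared. Depth limits the mitochondrial ratios, which rest on few H3 tags, and nuclear genes such as SPBC32H8.15.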

Other observations

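In this part, the tests on rDNA, on counting noise between replicates and on genes without unique sequence were chosen after the result was seen. So were matching on GC content, the restriction to coding sequence and the allowance for gene length below. Matching on H3 level was fixed beforehand as an alternative, but its use here as a test of an explanation was chosen afterwards. The others were written down before.

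The higher gene-body ratios of asXUT genes were set against 4 technical explanations. With other genes matched on gene length, the difference of median log2 H3K14ac/H3 was 0.31. Matching on H3 level gave 0.30, and matching on GC content gave 0.20. On coding sequence only, which leaves out untranslated ends, it was 0.23. The corresponding H4ac/H3 differences were 0.31, 0.29, 0.22 and 0.22, and the largest rank-sum p of these 8 comparisons was 2.17e-09. None of these properties is thus the whole cause. The study plotted both marks along genes and described the excess as lying across the gene body. The exon rows used here leave open where in the gene it lies. Among genes with coding exons of at least 100 nt at both ends, the change in H3K14ac/H3 from the first to the last coding exon was higher by 0.093 in 264 asXUT genes than in 818 others (permutation p = 0.222), and that in H4ac/H3 by 0.20 (permutation p = 0.0294). By rank-sum test across these genes (n = 264 and n = 818), this change differed for both marks (p = 0.0119 and 0.0120). The last exon was higher in asXUT genes by 0.30 and 0.31 (rank-sum p = 1.94e-08 and 2.24e-09, n = 264 and n = 818 genes), while the first exon did not differ detectably (0.11 and 0.064, p = 0.175 and 0.164). These values point toward the 3' end. As the difference of medians for H3K14ac stayed within the spread of the permutations, a 3' origin cannot be told apart from an excess along the gene. Within asXUT genes, H3K14ac/H3 rose with the percent of the gene covered by XUTs (Spearman's rho = 0.287, permutation p = 1e-05), as did H4ac/H3 (rho = 0.258). The rise was not steady. In genes covered to under 25%, 25 to 50%, 50 to 75% and 75 to 100%, the median H3K14ac/H3 was -0.031, 0.39, 0.55 and 0.34, and the median H4ac/H3 was 0.0056, 0.30, 0.50 and 0.35. Acetylation along the antisense transcribed stretch would give a rise, but not the lower values above 75%. The percent covered was itself higher in shorter genes (rho with length of -0.451), and shorter genes had higher ratios in general (rho of -0.536 for H3K14ac/H3 across all genes). With length allowed for, rho was 0.035 (permutation p = 0.242) for H3K14ac/H3 and 0.031 (p = 0.305) for H4ac/H3. Length and cover cannot be told apart here. By nascent transcript sequencing, the study found asXUT genes to be transcribed less than genes without asXUT. Transcription of the sense gene was not analysed here and remains an untested explanation.

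Solo XUTs had higher ratios than antisense XUTs. The median log2 H3K14ac/H3 was 1.08 in solo XUTs and 0.61 in 1205 antisense XUTs, and the H4ac/H3 medians were 0.89 and 0.49 (permutation p = 1e-05 for both). Median H3 density was 0.925 and 1.29 tags per nt. No explanation was tested for this difference.

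The marks parted on the rDNA. The 8 large rRNA genes on chromosome III, which differ in length but include repeated copies and are not independent, had a median log2 H3K14ac/H3 of -0.96 and H4ac/H3 of 0.47. Tags shared between rDNA copies would scale all libraries alike, and the median log2 H4ac/H3K14ac of 1.43 on these genes exceeds the 99th percentile of protein-coding genes, 0.54. A larger amount of nonspecific DNA in the H4ac libraries would appear on mitochondrial features too, where the median log2 H4ac/H3K14ac was -0.032. Replicates 1 and 2 gave 1.38 and 1.47 on the rDNA. An antibody that reacts differently with rDNA chromatin was not tested, and the design names no biological contrast for it.

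Genes without unique sequence carried tags. The 58 genes with under 10% unique 50-mers had a median H3 density of 1.51 tags per nt, and none of them was at 0 tags in H3. The study describes its reads as uniquely mapped. Leaving out tags that map to more than one place would have put these genes near 0, so such tags appear to be in the table for these genes, and how they were placed is not stated. The values of repeated genes, tlh1 and tlh2 included, can therefore hold tags from their copies.

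Some genes differed between replicates beyond counting noise. Over 4 binomial standard errors between replicates were found for 15 nuclear genes in H3K14ac or H4ac, where counting noise alone gives 0.648. By library type, these were 3 genes in H3K14ac and 13 in H4ac, beside 8 in H3. Across all genes, replicates already differed by more than counting error (chi-square per gene of 1.26 for H3K14ac and 1.36 for H4ac). Some excess over counting noise was therefore foreseeable, and it names no cause. The ctr5 gene, which encodes a copper transporter subunit, was higher in replicate 1 for H3K14ac (log2 difference 0.30) and H4ac (0.44), and ctr6 was higher for H4ac (0.24). A difference in copper supply between cultures would raise ctr4 in both marks, but its difference lay at percentile 20.8 for H3K14ac and 78.2 for H4ac among 500 genes with similar tag numbers. In H3, however, ctr4 was higher in replicate 1 (0.31, percentile 100), and sod1 was higher in H3 (0.52) and H3K14ac (0.46). With a single gene tested and values that go both ways, a copper difference cannot be told apart from other differences between the samples. A list of 9 iron starvation genes lay at percentile 19.8 for H3K14ac and 39.6 for H4ac among 10000 random lists matched on density, and at percentile 14.4 for H3, where 8 of 9 genes were lower in replicate 1. The str1 gene, seen before and left out of the list, lay at percentiles 99.4 and 95.2 for the marks. A difference in iron supply was thus not detected by the list and is not excluded. The median H3 difference of 9 heat shock genes not looked at before was at percentile 0.1 of such lists, with lower H3 in replicate 1 for 7 of 9 genes. For the acetylation marks, the same list lay at percentiles 57.0 and 6.09, with 4 of 9 genes lower in replicate 1 for H3K14ac and 8 of 9 for H4ac. The hsp104 and ssa2 genes, seen before and left out of the list, were lower in replicate 1 for both marks. They lay at percentiles 1.6 and 1.2 for H3K14ac and 0.2 and 0.6 for H4ac. A difference in heat shock gene activity between cultures may therefore underlie the H3 differences at heat shock genes. Whether such a difference bears on ctr5 and ctr6 was not tested. As several lists were tested in each of 3 groups, chance is a further possibility, and genes on a list are not independent.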
